# A global transcriptional view of apoptosis in human T-cell activation

**DOI:** 10.1186/1755-8794-1-53

**Published:** 2008-10-23

**Authors:** Min Wang, Dirk Windgassen, Eleftherios T Papoutsakis

## Abstract

**Background:**

T-cell activation is an essential step of immune response. The process of proper T-cell activation is strictly monitored and regulated by apoptosis signaling. Yet, regulation of apoptosis, an integral and crucial facet during the process of T-cell activation, is not well understood.

**Methods:**

In this study, a Gene-Ontology driven global gene expression analysis coupled with protein abundance and activity assays identified genes and pathways associated with regulation of apoptosis in primary human CD3+ T cells and separately CD4+ and CD8+ T cells.

**Results:**

We identified significantly regulated apoptotic genes in several protein families, such as BCL2 proteins, CASPASE proteins, and TNF receptors, and detailed their transcriptional kinetics during the T-cell activation process. Transcriptional patterns of a few select genes (BCL2A1, BBC3 and CASP3) were validated at the protein level. Many of these apoptotic genes are involved in NF-κB signaling pathway, including TNFRSF10A, TNFRSF10B, TRAF4, TRAF1, TRAF3, and TRAF6. Upregulation of NF-κB and IκB family genes (REL, RELA, and RELB, NFKBIA, NFKBIE and NFKB1) at 48 to 96 hours, supported by the increase of phosphorylated RELA (p65), suggests that the involvement of the NF-κB complex in the process of T-cell proliferation is not only regulated at the protein level but also at the transcriptional level. Examination of genes involved in MAP kinase signalling pathway, important in apoptosis, suggests an induction of p38 and ERK1 cascades in T-cell proliferation (at 48 to 96 hours), which was explored using phosphorylation assays for p38 (MAPK14) and ERK1 (MAPK3). An immediate and short-lived increase of AP-1 activity measured by DNA-binding activity suggests a rapid and transient activation of p38 and/or JNK cascades upon T-cell activation.

**Conclusion:**

This comparative genome-scale, transcriptional analysis of T-cell activation in the CD4+ and CD8+ subsets and the mixed CD3+ population identified many apoptosis genes not previously identified in the context of T-cell activation. Furthermore, it provided a comprehensive temporal analysis of the transcriptional program of apoptosis associated with T-cell activation.

## Background

The adaptive immune response starts with the activation of the naive CD4+ and CD8+ T cells in the peripheral immune system. Successful T-cell activation requires the T-cell receptor complex (TCR) and the co-receptor CD28 [1], the ligation of which leads to several downstream signalling events, including activation of protein kinases such as LCK and ZAP70, activation of MAP kinase cascades, and activation and nuclear localization of crucial transcription factors including AP-1, NFAT, and NF-κB [2]. In contrast, TCR signaling alone without CD28 co-stimulation results in anergy and eventual cell death [3].

Apoptosis has been extensively examined in T cells post activation, such as activation-induced cell death (AICD), due to its essential role in eliminating unwanted lymphocytes and maintaining the homeostasis after fighting infection and inflammation [4]. However, the regulation of apoptosis and the balance between the anti-apoptotic and pro-apoptotic signalling (which is an essential part of the surveillance machinery) during the process of T-cell activation have not been examined.

Genome-scale transcriptional analysis is a powerful tool for understanding complex processes such as T-cell activation [5,6]. In a previous effort, using ontological analysis coupled with a comparative analysis of primary human T-cell activation in the CD3+ T cells and the two subsets, CD4+ and CD8+ T cells, we probed the common and potentially subset-specific immune response-associated transcriptome in T-cell activation [7]. In this study we focus on the differentially expressed genes associated with regulation of apoptosis, as well as essential apoptotic signalling pathways: the NF-κB signalling pathway, and MAP kinase signalling. We identified several potentially important apoptotic genes based on their patterns of expression and examined the protein expression of a select set of genes, most of which have not been previously discussed in T-cell activation.

## Methods

### Cells and culture system

CD3+, CD4+ and CD8+ T-cell cultures were set up as previously described [7]. Briefly, negatively-selected T cells (CD3+, CD4+, and CD8+) were activated with anti-CD3/anti-CD28 Mab conjugated to magnetic beads. Cell counting and sampling for flow cytometry and microarray analysis were carried out at 0, 4, 10, 48 and 96 hours in the CD3+ T-cell experiments, E1-E5, with cells from 5 independent healthy donors, and at 0, 6, 12, 24, 48 and 72 hours in the CD4+ T-cell and CD8+ T-cell experiments, E7-E11, with cells from 5 independent healthy donors. This study was approved by the Northwestern University IRB.

### Flow cytometry

The following monoclonal antibodies (Mabs) for flow cytometry were purchased from BD Biosciences (San Jose, CA) unless otherwise stated and included CD3 (FITC+PE), active CASP3 PE, phospho-NF-κB-p65 PE, phospho-p38 (MAPK14) PE, phospho-ERK1 (MAPK3) PE, PUMA (BBC3) (Cell Signaling Technology, Danvers, MA), BCL2A1 (Abcam, Cambridge, MA) and goat anti rabbit IgG PE (Jackson ImmunoResearch Laboratories, West Grove, PA). Flow cytometry was carried out as described[8,9]. Briefly, all samples were gated on forward scatter and on propidium iodide negative (PI-) to eliminate debris and dead cells. For intracellular detections, cells were first stained with anti-CD3-FITC and then fixed, permeabilized, and stained as previously described [10]. Quantibrite beads (BD Biosciences Immunocytometry Systems) labelled with different amounts of PE molecules were used to quantify surface or intracellular protein levels and normalize measurements between timepoints.

### Microarray experiments and data analysis

Total RNA was extracted, RNA integrity was evaluated and microarray experiments and data analysis were carried out as previously described [7]. Briefly, microarray data were normalized and further analyzed (identification of significant genes, hierarchical clustering, and Gene Ontology assignment) with 'MultiExperiment Viewer (MeV)' from The Institute for Genomic Research (TIGR) [11]. Raw and normalized data were deposited in the Gene Expression Omnibus (GSE6607 (CD3+ T-cell experiment), GSE7571 (CD4+ T-cell experiment) and GSE7572 (CD8+ T-cell experiment)) [12]. Within each population (three biological replicates using cells from three different donors), multi-class SAM (Significance Analysis of Microarrays) with a false discovery rate of < 1% was used to select genes that show statistically different expression between groups. A SAM group is defined here as all the samples belonging to the same timepoint regardless of donor. Briefly, there were 5 groups (0 hour, 4, 10, 48 and 96 hours) in the set of CD3+ experiments and 6 groups (0 hour, 6, 12, 24, 48 and 72 hours) in the set of CD4+ experiments and CD8+ experiments. Gene expression at each time point was compared to that of 0 hour in each experiment. Gene Ontology annotations, as curated by European Bioinformatics Institute, were retrieved from the Gene Ontology Consortium website [13]. The EASE (Expression Analysis Systematic Explorer) score in ontological analysis is a modified Fisher Exact Probability p-value [14] indicating the probability of finding by chance the same degree of enrichment on a Gene Ontology term in a set of genes. The lower the EASE score, the more significant is the enrichment, i.e. the less likely that degree of enrichment can be found by chance. Hierarchical clustering analysis was performed with the Euclidean distance metric. The list of genes associated with NF-κB signaling pathway was curated based on the information of Gene Ontology Consortium [13] per 'positive regulation of I-kappaB kinase/NF-kappaB cascade' and superarray [15] per 'NF-κB Signalling Pathway'. Information of superarray enriched our list with members of the Rel, NF-κB, and IκB families. The list of NF-κB target genes was curated based on the information of website ([16]), a collective information source of NF-κB research based on updated publications. The gene list of MAP kinase signalling pathway was curated and sorted based on information of Kegg website [17] per 'MAPK signalling pathway', superarray [15] per 'MAP Kinase Signalling Pathway', and NCBI website [18].

### AP-1 activity assay

DNA-binding activity of AP-1 was assessed using the TransBinding AP-1 ELISA kit (Panomics; Fremont, CA) as described [19]. Briefly, nuclear extracts were incubated with biotinylated AP-1-consensus-binding-sequence oligonucleotides and complexes were detected using a primary AP-1 antibody and a secondary antibody conjugated to horseradish peroxidase. This assay is analogous to the traditional electrophoretic mobility shift assay in that it measures the ability of a transcription factor from nuclear lysates to bind to a consensus-binding sequence of that transcription factor, and has been extensively validated [20,21].

## Results

### Anti- and pro-apoptotic genes in T-cell activation

As previously reported, within each population (CD3+, CD4+ and CD8+ T cells), T cells from three independent biological donors (three biological replicates) exhibited overall similar phenotypic characteristics [7]. Briefly, the surface expression of the early T-cell activation marker CD69 and the middle activation marker CD25 (IL2RA) [22] were rapidly upregulated within 10 hours and 24 hours respectively; T-cell proliferation did not start until 48 hours and cell numbers doubled by 96 hours following T-cell activation. Accordingly, we divided our experimental time course into early T-cell activation (0–10 hours), middle and late T-cell activation (10–48 hours), and T-cell proliferation (48–96 hours). Our microarray results have been validated by Q-RT-PCR assays with a selection of fifteen significant genes covering a broad range of expression patterns and intensities [7]. 

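The CD4+ T-cell experiments were re-analysed from the scanner intensities of 37 2-colour Agilent 60-mer arrays. CD4+ T cells of 3 donors were harvested at 0 h and at 6, 12, 24, 48 and 72 h after stimulation with anti-CD3/anti-CD28 beads, with no 6 h array for donor 1, and each labelled sample (Cy3) was hybridized against a thymus RNA reference (Cy5) without dye swaps. The groups held 4, 5, 6, 8, 6 and 8 arrays in the order of the time points. Some cultures held added IL-2 and others did not according to the labels of the arrays, and all cultures of a donor at a time point were averaged. The authors deposited, besides the scanner intensities, a table of values that are natural logs of sample over reference, found by setting each column against the scanner values of its array. Here the background was corrected by limma's normexp method with an offset of 50, and the ratios were normalized by loess within each array. The offset draws the ratios of dim spots towards 0, so the changes of dim genes may be too small. A change is the difference in log2 of sample over reference from 0 h, so that a change of 1 is a 2-fold difference. Arrays of one culture, then cultures of one donor, were averaged to 17 values, and changes at single time points were fitted with the donor as a block, with the standard error (SE) and Benjamini-Hochberg adjusted p of limma over 18297 genes; a change counts as past the threshold at an adjusted p under 0.05. The number of arrays limits the precision, and 10 cultures with 2 arrays had correlations of log2 ratios across genes from 0.827 to 0.927. Across 18127 to 18257 genes, which are not independent replicates, the changes of 2 donors at one time point had Pearson correlations from 0.56 to 0.82 in 13 comparisons, with a median of 0.712, and Spearman correlations from 0.314 to 0.62. The median was 0.62 with the signals processed by the scanner software, 0.63 without donor 2 and 0.81 without donor 3.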

We have also established the reproducibility of our genome scale transcription data within each population (CD3+, CD4+ and CD8+ T cells) and across the three populations [7]. SAM analysis identified a total of 4167 unique, significant regulated genes in T-cell activation, with similar transcription patterns in three replicate biological experiments within each population [7].

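In the CD4+ T cells, the F test of limma over all time points, without a donor block, gave 2499 of 18297 genes at an adjusted p under 0.01. Multi-class SAM on the same donor values, at a false discovery rate under 1% with 100 permutations, gave 3061 of 18010 genes with complete values, and these included all 2436 of the genes from the F test among them. The F test gave 1604 genes without donor 1, 342 without donor 2 and 868 without donor 3, which also leaves fewer values. Against 0 h, 1827 genes were past the threshold at 6 h, 3732 at 12 h, 4006 at 24 h, 4639 at 48 h and 4442 at 72 h, and 6591 were past it at any time point. Between 62.5% and 65.5% of the genes past the threshold at a time point were higher than at 0 h. This share depended on the processing. At 48 h it was 63.2%, against 84.8% with the ratios centred on the median in place of loess and 51.9% with the authors' deposited values. A change of at least 2-fold was found for 757 of the genes at 6 h and for 1525 at 48 h. CD3+ and CD8+ T cells were not analysed here.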

Following SAM analysis, ontological analysis using the MeV EASE module identified 125 significantly regulated genes, associated with 'regulation of apoptosis' (EASE score: 7.65E-08), which shows that there is an active involvement of the apoptotic machinery during T-cell activation and proliferation. Made up of both anti- and pro-apoptotic genes, these 125 genes shared well-preserved expression patterns among the three T-cell populations (Figure 1A and Figure 1B). The mainly upregulated cluster (Figure 1A) contains both anti- and pro-apoptotic genes, and so does the mainly downregulated cluster (Figure 1B). This suggests an essential role of the balance between anti- apoptotic and pro- apoptotic signalling in T-cell activation.

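The 125 genes of Figures 1A and 1B were not tested as a set here. Of 117 genes fixed before the data were examined, all of them named in the text of the paper except IL2, which is drawn in Fig. 1, all had a probe, and 60 passed the threshold of the F test, or 72 when adjusted over the list alone. At 6, 12, 24, 48 and 72 h, 51, 73, 72, 70 and 70 of them were past the threshold over all genes tested, and 66, 79, 81, 79 and 76 when adjusted over the list alone. Since the study chose these genes on these samples among others, the counts over the list alone are not independent evidence. A direction that the paper states and that covers a CD4+ time point was counted for 93 of them. EDARADD, which the paper states to be increased without giving a time window, was left out of this count. The change had the stated direction for 90 of the 93. These were 57 of 59 genes with a stated time window and 33 of 34 genes without a window by the mean of the 5 time points. Where a sentence states a change at 4 to 10 h and then one the other way, as for 6 genes of the NF-κB and IκB families, MAPK14, MAPK3, MKNK1, MAP2K6, DUSP5 and CASP8AP2, only the early change was counted, and for TNFAIP3 and DUSP8, stated to be upregulated at 4 h first, only the later decrease. These are counts of signs, and 72 of the 93 had a change past the threshold in the stated direction and 2 in the opposite one. At each time point covered, the direction was the stated one for 81 of the 93. With the ratios centred on the median in place of loess, the first count was 77. The paper drew its directions from these arrays among others, so the counts of directions are not independent evidence either. From the anti- and pro-apoptotic genes in both clusters, the paper proposes that the balance of their signalling has an essential role in T-cell activation.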

**Figure 1:**
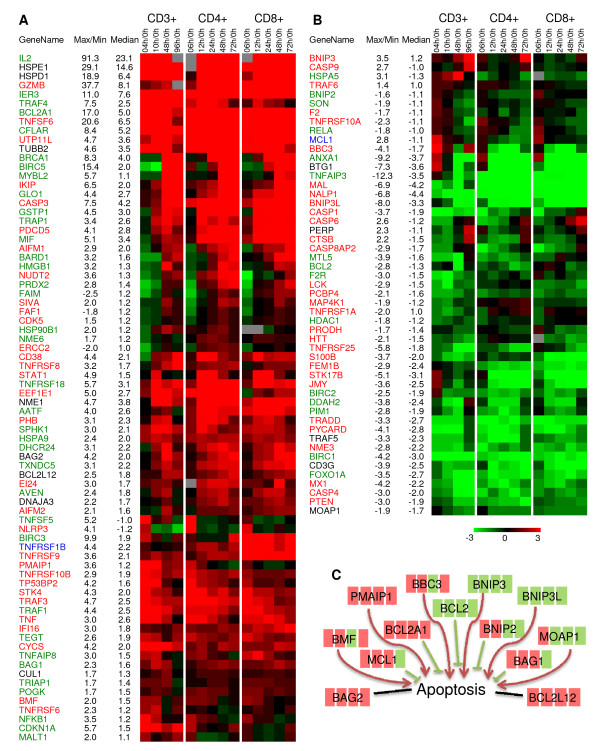
**Expression profiles of genes associated with regulation of apoptosis**. Genes that were differentially expressed temporally in T-cell activation of the three (CD3+, CD4+ and CD8+) populations were divided into two groups (**A **with mostly upregulated genes, and **B **with mostly downregulated genes) according to their distinct expression patterns based on hierarchical clustering using the Euclidean distance metric. Color denotes degree of differential expression compared to 0 hour (saturated red = 3-fold up-regulation, saturated green = 3-fold down-regulation, black = unchanged, gray = no data available). Expression data shown are averages from three independent biological experiments for each T-cell population. The median ratio, along with the maximum (for up-regulated genes) or minimum (for down-regulated genes) ratio of stimulated T cells at each timepoint (with respect to the expression of 0 hour) is provided (a negative value represents down-regulation). Pro-apoptotic genes names and descriptions are shown in red, anti-apoptotic genes are shown in green and genes with both pro- and anti-apoptosis roles are shown in blue. Genes with unknown functions in apoptosis are shown in black. **(C) **Schematic view of significantly regulated genes of BCL2 family. Green and red connections denote negative and positive regulation of apoptosis, respectively, based on information of NCBI website [18]. Regulation of gene transcription in CD3+ T cells, compared to 0 hour, is denoted by different color (green: downregulation, red: upregulation) at each timepoint in the sequence of 4, 10, 48 and 96 hours.

Members of the BCL2 family are key regulators of apoptosis. The balance between pro- and anti-apoptotic BCL2 family members determines the cellular fate in response to survival cues and stress signals [23]. The functions and transcriptional regulation of these BCL2 family genes in T-cell activation remain largely unexplored. Alves et al. reported several significantly regulated BCL2 family genes in T-cell activation without discussion [24]. Our microarray data identified a set of significantly regulated BCL2 family genes reported by Alves [24], but with different transcriptional patterns (Figure 1). These included continuously upregulated BCL2A1 (anti-apoptotic), early upregulated MCL1 (myeloid cell leukemia sequence 1) (anti-apoptotic), BMF (BCL2 modifying factor) (pro-apoptotic) and PMAIP1 (pro-apoptotic), late (48 hours) downregulated BCL2 and dynamically (up-down-up) regulated BBC3 (pro-apoptotic). 

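In CD4+ T cells, BCL2A1 was higher than at 0 h by 4.20 (SE 0.27, limma adjusted p = 2.51e-06) at 6 h, 18.4-fold, and by 2.82, 2.68, 2.15 and 1.61 at 12, 24, 48 and 72 h, in every donor measured. MCL1 changed by 0.49, -0.14, -0.41, -0.59 and -0.62 at 6, 12, 24, 48 and 72 h; the first of these was not past the threshold (adjusted p = 0.0553, limma) and the last 3 were, although the change at 72 h was 0.03 with the ratios centred on the median. BMF (0.64 and 0.57) and PMAIP1 (0.69 and 0.63) were higher at 6 and 12 h, past the threshold, and not later. The other probe for BMF changed by -0.05 at 6 h and 0.11 at 12 h. The brightest of the probes for BCL2 changed by 0.36 at 48 h and 0.50 at 72 h, neither past the threshold, while its other probe changed by -0.89 and -0.80. BBC3 was measured by a pair of probes with opposite changes. The brighter one, saturated in Cy3 on 18 arrays, changed by 0.32, 1.13, 1.31, 0.89 and -0.03 at 6, 12, 24, 48 and 72 h, none past the threshold, with an SD between donors of 1.88 at 24 h. The other one, not saturated on any array, changed by 0.61, -0.97, -1.41, -1.61 and -0.57. Of the 12 changes past the threshold for the 6 genes, 5 stayed past it under every alternative and 6 were lost without donor 3.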

Flow cytometric assays (sample flow cytometry histograms shown in Additional file 2 .)demonstrated the continuous upregulation of BCL2A1 (Figure 2A) and upregulation of BBC3 at 0–10 hours and 24–96 hours at the protein level (Figure 2C), both of which are consistent with their transcriptional patterns. The BCL2A1 gene has been reported as a direct target of transcription factor NF-κB complex, p65/p50, in T cells [25]. This indicates a continuous involvement of BCL2A1 and a constant activity of the NF-κB (p65/p50) complex in T-cell activation. BCL2 has been hypothesized to be able to block T-cell death [26]. The significant regulation of several genes of the BCL2 protein family and their interacting proteins, whose functions and transcription regulation have not been discussed in the context of T-cell activation, calls for attention to their role in T-cell activation. These include upregulated early (anti-apoptotic BNIP2 (BCL2/adenovirus interacting protein 2)), at 10–48 hours (anti-apoptotic BAG1 (BCL2-associated athanogene)), and late BAG2, BCL2L12, and pro-apoptotic BNIP3, and downregulated pro-apoptotic BNIP3L and pro-apoptotic MOAP1 (Figure 1).

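BNIP2 changed by 0.61 (SE 0.27, limma adjusted p = 0.226) at 6 h in the CD4+ T cells, higher in both donors and not past the threshold. BAG1 was higher at all 5 time points, by 0.79, 0.98, 1.11, 1.31 and 1.14 at 6, 12, 24, 48 and 72 h. BAG2 rose to 1.2 and BCL2L12 to 1.51 at 72 h, both past the threshold at 24, 48 and 72 h. For BNIP3 the change was 0.48 at 48 h, not past the threshold, and 1.44 (SE 0.32, limma adjusted p = 0.00505) at 72 h. BNIP3L fell by 1.65 at 12 h and was 0.57 at 72 h, not past the threshold, and its other probe changed by -0.9 and 0.44. MOAP1 decreased by 0.49 to 0.55 from 12 to 72 h. Of 20 changes past the threshold, 9 stayed past it under every alternative.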

**Figure 2:**
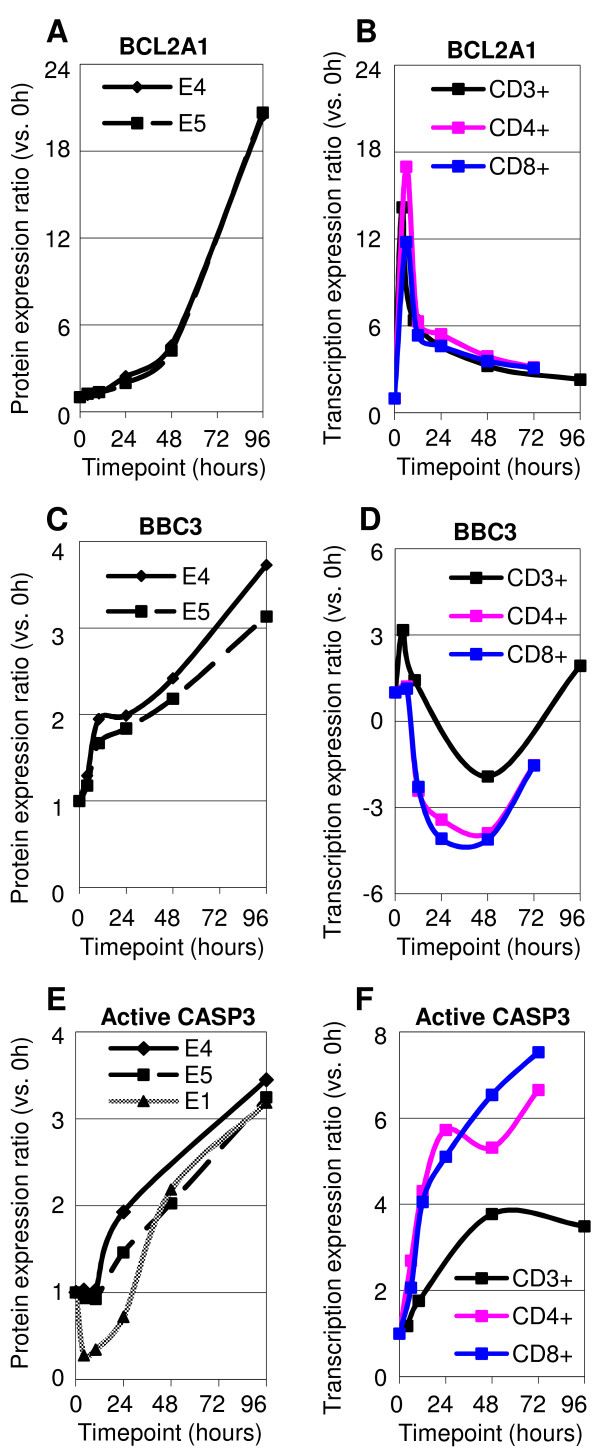
**Protein expression profiles of (A) BCL2A (C) BBC3 and (E) active CASP3**. Protein expression kinetics supports the transcriptional patterns of selected genes demonstrated by microarray analysis. CD3+ T cells were selected, stimulated (with anti-CD3/anti-CD28 antibodies), cultured and harvested at the indicated timepoints of culture to analyze the protein expression by flow cytometric assays. For BCL2A and BBC3, data from two independent experiments, E4 and E5, are shown; for CASP3, data from three independent experiments, E1, E4 and E5, are shown. **(B)**, **(D) **and **(F) **demonstrated the transcriptional patterns of BCL2A1, BBC3 and CASP3 in all three populations (CD3+, CD4+ and CD8+).

Caspases play a central role as executioners in most types of apoptosis, including activation induced cell death (AICD). However they have not been discussed during T-cell activation. Our microarray data show that numerous caspase genes were differentially expressed. Contrary to the signalling mechanism whereby CASP9 becomes activated first, and then in turn activates CASP3 and CASP6 [4], at the transcriptional level, CASP3 was upregulated at 24–96 hours, earlier than CASP9 and CASP6, which were only upregulated at 96 hours. 

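In the CD4+ T cells CASP9 changed by 0.28 (SE 0.13, limma adjusted p = 0.138) at 72 h, higher in 3 of 3 donors and not past the threshold. CASP6 was lower at 6 h (-0.81) and 12 h (-0.65), past the threshold, and changed by 0.36 at 72 h, not past it. The last of the CD4+ time points is 72 h. Without donor 2, 2 of the 2 changes past the threshold were lost.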

The flow cytometric assay specific for the active form of caspase 3 protein (sample flow cytometry histograms shown in Additional file 2.)  supported the involvement of CASP3 by 48 hours (Figure 2E). CASP8AP2, which is required in CASP8 mediating apoptosis [27], was downregulated at 4–10 hours and then upregulated to the same level of resting T cells at 48–96 hours. 

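CASP8AP2 fell by 0.80 at 6 h (SE 0.21) and 0.57 at 12 h (SE 0.19) in CD4+ T cells, the only time points past the threshold, and its change was -0.17 at 48 h and -0.01 at 72 h. Both calls were lost without donor 2 and without donor 3.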

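In the CD4+ T cells CASP1 changed by -1.35, -0.87, -0.75, -0.49 and -0.08 at 6, 12, 24, 48 and 72 h relative to 0 h, past the threshold up to 24 h. PYCARD, listed under its older name ASC, changed by -1.11, -1.57, -1.46, -0.99 and -0.32 at 6, 12, 24, 48 and 72 h, past the threshold up to 48 h. The changes of CASP4 were -0.82, -0.38, -0.73, -1.01 and -0.60 at 6, 12, 24, 48 and 72 h, past the threshold except at 12 h, and the one at 72 h was 0.19 with the ratios centred on the median. The adjusted p from limma for PYCARD at 12 h was 0.000498, with a decrease in 3 of 3 donors. Only 1 of the 11 changes past the threshold stayed past it under every alternative, with 7 lost without donor 2 and 8 without donor 3.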

CASP1, as well as its adaptor PYCARD [28], and CASP4 displayed decreased expression throughout, suggesting that CASP1 and CASP4 might play important roles in the homeostasis of resting T cells, but not in T-cell activation. Caspase regulatory protein AVEN (reportedly an inhibitor of CASP9 activation) [29] was upregulated at 10–48 hours, concomitantly with the upregulation of CASP9 at 96 hours. CFLAR (CASP8 and FADD-like apoptosis regulator) was significantly and continuously upregulated. 

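AVEN was higher by 0.75 at 12 h, 0.93 at 24 h, 1.01 at 48 h and 0.59 at 72 h in CD4+ T cells, all past the threshold, and by 0.08 at 6 h, not past it. The change in CFLAR was largest at 6 h, 2.54 (SE 0.19, limma adjusted p = 5.26e-06), and stayed between 1.97 and 2.22 later, in the same direction in every donor. All 5 were past the threshold. Under every alternative, 8 of the 9 changes past the threshold for both genes stayed past it.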

CFLAR has different roles in T cells at different stages. It has been reported that CFLAR is induced by restimulaiton in activated T cells, inhibiting FAS-mediated apoptosis [30], while overexpression of CFLAR in naive T cells decreased T-cell proliferation upon anti-CD3/anti-CD28 stimulation [31]. The strong transcriptional upregulation of CFLAR in T-cell activation, not previously reported, suggests an important role during the process of primary T-cell activation.

Some heat shock proteins are involved in apoptosis, but none has been discussed in the context of T-cell activation. HSPE1 and HSPD1 shared continuously elevated expression at 4–96 hours. It has been hypothesized that HSPE1 and HSPD1 form a complex with and facilitate the activation of pro-caspase 3 [32]. Anti-apoptotic interacting heat shock proteins HSPA9 and HSP90B1 [33,34] were also upregulated; their role remains unknown in T-cell activation. 

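HSPE1 and HSPD1 had their largest changes at 48 h, 3.84 (SE 0.25, limma adjusted p = 7.99e-07) and 3.34 (SE 0.35, limma adjusted p = 2.01e-05), in the CD4+ T cells. At 6 h they changed by 1.39 and 1.26, the latter not past the threshold. HSPA9 was higher by 1.14 to 1.55 at every time point. HSP90B1 changed by 0.58 at 48 h, its only change past the threshold, and by 0.42 at 24 h and 0.39 at 72 h. Of the 15 changes past the threshold, 12 stayed past it under every alternative.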

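HSPA5 changed by -0.85, -0.43, 0.03, -0.10 and -0.77 at 6, 12, 24, 48 and 72 h in the CD4+ T cells. Only the last of these was past the threshold (SE 0.23, adjusted p = 0.0285 from limma), lower in 3 of 3 donors, and it was lost without donor 2 and without donor 3. CD3+ and CD8+ T cells were not analysed here.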

Of note, reportedly anti-apoptotic HSPA5 [35], demonstrated distinct transcription patterns in the three populations: it was upregulated in CD3+ T cells especially at 48 hours, but overall downregulated in both CD4+ and CD8+ T cells. HSPA5 has been reported to retain T-cell antigen receptor alpha chain (TCR-alpha) within the endoplasmic reticulum [36]. These different expression patterns among the three T-cell populations indicate that HSPA5 might be involved in the interaction between CD4+ and CD8+ T cells in T-cell activation.

The transcriptional kinetics of other significantly regulated, and not-previously reported in T-cell activation apoptotic genes are also worth discussing briefly. These include members of the inhibitor of apoptosis protein (IAP) family, and genes of programmed cell death (PDCD) proteins. IAPs inhibit apoptosis by interfering with activation of caspase proteins [37]. 

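In CD4+ T cells BIRC1 was lower than at 0 h at every time point, from -0.76 at 6 h to -0.96 at 48 h. BIRC2 changed by -0.42 to -0.87, past the threshold at 12 h alone. BIRC5 changed by 0.15 at 6 h and -0.23 at 12 h, neither past the threshold, and by 3.67 (SE 0.20, limma adjusted p = 1.96e-07) at 48 h and 3.52 at 72 h. For BIRC3 the changes were 0.99, 0.26, 0.27, 0.27 and 1.52 at 6, 12, 24, 48 and 72 h, of which the last was past the threshold (adjusted p = 0.00507, limma). Of 9 changes past it, 2 stayed past it under every alternative.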

The differentially expressed genes of the IAP family displayed different expression patterns: BIRC1 and BIRC2 were downregulated, BIRC5 was down-then-upregulated, and BIRC3 was up-down-upregulated. Of note, pro-apoptotic PDCD5 and AIF1 (PDCD8) were upregulated at 10–96 hours.

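PDCD5 was higher in CD4+ T cells by 1.70, 2.07, 2.19 and 1.93 at 12, 24, 48 and 72 h, with SEs of 0.23. The probe listed as PDCD8 was higher by 0.69, 1.2, 1.41 and 1.45 at 12, 24, 48 and 72 h, and at 72 h its adjusted p from limma was 1.53e-05. A probe listed as AIF1, which shares its symbol with the name the paper gives to PDCD8, changed by -1.54 at 12 h, past the threshold, and by 0.05 at 72 h.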

Non-caspase executor proteases, such as Granzyme B (GZMB) and CTSB (cathepsin B), were also significantly regulated. Besides its function in inducing target cell apoptosis, intracellular degranulated GZMB has also been implicated in AICD in TH2 cells [38]. 

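GZMB changed by 0.22 at 6 h in CD4+ T cells, not past the threshold, and by 3.37, 4.14, 4.55 and 5.15 at 12, 24, 48 and 72 h, each past it. The change at 72 h had an SE of 0.27 and an adjusted p of 1.89e-07 from limma, with 4.78, 5.50 and 5.18 in donors 1, 2 and 3. The GZMB probe was saturated in Cy3 on 2 of 37 arrays, and saturated spots were kept. All 4 changes stayed past the threshold under every alternative. CD3+ and CD8+ T cells were not analysed here.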

Our microarray data revealed that GZMB was continuously upregulated with similar transcription patterns in CD4+ T cell and CD8+ T cells, suggesting an involvement of GZMB in T-cell activation. CTSB has been reported to promote T-cell apoptosis by immune-suppressive anti-T cell agents, mitogen antithymocyte globulins (ATGs) [39]. 

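CTSB changed by 0.00, -0.49, -0.38, -0.34 and 0.66 at 6, 12, 24, 48 and 72 h in the CD4+ T cells. The changes at 12, 24 and 48 h were not past the threshold, and the change at 72 h was (SE 0.21, adjusted p = 0.0396 from limma, higher in 3 of 3 donors), although not without donor 2 or without donor 3.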

Transcription of CTSB was downregulated first (at 4–48 hours) then upregulated at 96 hours, thus suggesting a role of CTSB in the early stage of T-cell proliferation.

The TNF receptor family plays important roles in extrinsically induced apoptotic pathways. Some TNF receptors have death domains and are directly involved in apoptosis. Transcription of several TNF receptors (TNFRSF6, -8, -9, -18, -1A, -1B, -10A, -10B, and -25) was differentially regulated. 

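The change in TNFRSF6 was 0.20 (SE 0.12, limma adjusted p = 0.432) at 6 h and 0.29 at 12 h in the CD4+ T cells, neither past the threshold. FADD was higher by 0.72, 1.22, 1.22, 1.27 and 1.13 at 6, 12, 24, 48 and 72 h, each past the threshold. CASP8 changed by 0.32 at 6 h and -0.25 at 48 h, not past it. The difference between TNFRSF6 and FADD was not tested.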

Of note, TNFRSF6 (FAS), the well-known AICD receptor, was upregulated at 4–10 hours, but not the other two components of the death-inducing signalling complex (DISC): FADD and CASP8 [40]. FAS has also been implicated in multiple pathways including NF-κB, extracellular signal-regulated protein kinase (ERK) 1 and -2, and p38; however, the function of FAS in early T-cell activation has not been reported [4]. 

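In the CD4+ T cells TNFRSF1A changed by -0.15, 0.51, 0.55, 0.64 and 0.72 at 6, 12, 24, 48 and 72 h, past the threshold at 72 h alone (adjusted p = 0.0355, limma). TNFRSF25 was lower at 48 h (-0.95) and 72 h (-1.11), past the threshold, and changed by -0.13 at 6 h. TRADD fell by 1.55 at 6 h (SE 0.21) and was past the threshold at all 5 time points, in the same direction in every donor. With the ratios centred on the median, 6 of the 8 changes past the threshold were lost.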

Contrary to the reported induction of death-receptors TNFRSF1A and TNFRSF25 (DR3) in T-cell activation [41,42], our microarray data show that both are downregulated, together with TRADD (TNFRSF1A-associated death domain protein), their common adaptor protein. These data suggest that the apoptosis pathways mediated by TNFRSF1A/TRADD and TNFRSF25/TRADD are suppressed upon T-cell activation. 

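TNFRSF1B was higher by 1.11, 1.12, 1.11, 0.72 and 0.98 at 6, 12, 24, 48 and 72 h in CD4+ T cells, each past the threshold, with an adjusted p of 0.0029 from limma at 12 h. All 5 calls were lost with the extraction day of the arrays as a block. Extraction day and time point are partly confounded, so this loss cannot tell an effect of the day from one of time. CD3+ and CD8+ T cells were not analysed here.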

TNFRSF1B was upregulated and more significantly so in CD8+ T cells. The function of TNFRSF1B in T cells remains controversial, with both anti-apoptotic and pro-apoptotic functions reported [43,44]. Furthermore, TNFRSF1B has not been reported to be T-cell subset (CD4+ or CD8+) specific. BIRC3 (also known as IAP1), component of the TNFRSF1B signalling complexes inducing apoptosis [45], was more significantly upregulated in CD8+ T cells, similarly to TNFRSF1B. This suggests that the TNFRSF1B signalling might have CD8+ specific functions. A few TNFSF and TNFRSF related proteins, the function of which remain largely unknown, were significantly regulated. These included FAIM (FAS apoptotic inhibitory molecule), FAF1 (Fas associated factor 1), and SIVA (CD27 (TNFRSF7)-binding protein)), which were downregulated first and then upregulated; and TNFAIP8, which was upregulated first and then downregulated.

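FAF1 changed by -0.48 (SE 0.10, limma adjusted p = 0.00782) at 6 h and was higher at 24 h (0.41), 48 h (0.55) and 72 h (0.38) in the CD4+ T cells. SIVA changed by -0.55 at 6 h, not past the threshold, and by 1.46 at 48 h and 1.16 at 72 h, past it. No change in FAIM was past the threshold, from -0.43 at 6 h to 0.67 at 48 h. TNFAIP8 was higher by 1.19 at 6 h and 1.38 at 12 h, and its change at 72 h was 0.04. Of the 10 changes past the threshold, 7 were lost without donor 2.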

Numerous TNF receptors and related proteins involved in NF-κB signalling pathway were significantly regulated in T-cell activation. TNFRSF8, reportedly able to promote apoptosis through inducing the activation of NF-κB complex [46], was significantly upregulated at 48–96 hours. TNFRSF9, reportedly able to promote apoptosis and suppress the activation of NF-κB complex [47], was mainly upregulated. TNFRSF10A (TRAILR1) and TNFRSF10B (TRAILR2), which can interact with several members of TRAFs to activate NF-κB complex [48], together with several members of the TRAF family (TRAF4, TRAF1, TRAF3, and TRAF6) were upregulated. 

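Among these receptors, TNFRSF10A was higher in CD4+ T cells at 6 h, by 0.41 (SE 0.09, limma adjusted p = 0.014), and lower at 72 h (-0.36). No change in TNFRSF10B was past the threshold, and they ran from -0.40 to 0.06 for the brighter of its probes, while the other probe changed by 0.65, 0.57, 0.39, 0.29 and 0.42 at 6, 12, 24, 48 and 72 h. TNFRSF8 was higher by 0.59 at 48 h and 0.74 at 72 h, and TNFRSF9 by 0.78 at 12 h to 0.94 at 24 h. The other probe for TNFRSF8 changed by 1.55 and 1.03 there. TRAF1 (1.33 at 12 h), TRAF3 (1.28 at 6 h) and TRAF4 (1.99 at 12 h) were past the threshold at 5, 5 and 4 time points. The changes in TRAF6 were 0.20 at 6 h and 0.25 at 12 h, neither past it. Of 24 changes past the threshold for these 8 genes, 12 stayed past it under every alternative.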

A detailed examination of the transcriptional orchestration of NF-κB signaling pathway in T-cell activation is presented next.

### NF-κB signalling pathway

The transcription factor NF-κB complex, a collection of several homodimers or heterodimers of Rel proteins (REL, RELA (p65), RELB, p50 and p52), plays a key role for the regulation of T-cell activation by mediating the induction of various genes that control T-cell proliferation, activation and survival [49]. A wide array of stimuli including IL1, and TNF as well as TCR stimulation lead to the onset of cascades that ultimately lead to NF-κB activation [2]. Due to the broad range of the upstream signalings and the complexity of the dimers, our knowledge of the orchestrated regulation of NF-κB signalling pathway and activity of the different NF-κB dimers in T-cell activation is far from complete. The transcriptional regulation of significantly regulated genes associated with the NF-κB signalling pathway is shown in Figure 3A and Figure 4A. NF-κB family genes (REL, RELA (p65), and RELB) and IκB family genes (NFKBIA (the inhibitor of RELA), NFKBIE (inhibitor of REL) and NFKB1 (p105, precursor of p50)) shared similar transcription patterns, an early upregulation at 4–10 hours was followed by a decrease at 48–96 hours. 

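REL was higher in CD4+ T cells by 1.66 (SE 0.20, limma adjusted p = 0.000172) at 6 h and changed by 0.11 at 48 h. RELB was higher by 2.26, 2.35, 1.95, 1.4 and 0.84 at 6, 12, 24, 48 and 72 h, each past the threshold. No change in RELA was past it, and they ran from 0.36 at 6 h to -0.54 at 72 h. NFKBIA changed by -0.71 at 6 h, not past the threshold, and by -2.17 at 72 h (adjusted p = 8.36e-06, limma), lower in 3 of 3 donors. NFKBIE was higher by 0.74 at 12 h and 0.70 at 24 h, and NFKB1 by 1.14 at 6 h. The changes in NFKB1 at 48 and 72 h were 0.02 and 0.03. Of 17 changes past the threshold, 9 stayed past it under every alternative. CD3+ and CD8+ T cells were not analysed here.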

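IKIP was higher in the CD4+ T cells by 1.18 (SE 0.15, limma adjusted p = 8.66e-05) at 48 h and 1.62 at 72 h, in 3 of 3 donors at both.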

IKIP (IKK interacting protein) was significantly upregulated at 48–96 hours (Figure 3A). We also examined the intracellular protein expression of phosphorylated p65, the major active component of the NF-κB complex. Flow cytometric analysis (sample flow cytometry histograms shown in Additional file 2.) demonstrated an increase of the phosphorylated p65 at 48–96 hours (Figure 3B). This activation delay is likely the result of the strong upregulation of NFKBIA at 4 and 10 hours. It is also possible that p65 might quickly become activated within 4 hours leading to the transcriptional induction of NFKBIA, one of the target genes of the NF-κB complex [50]. Of note, not only the transcriptional regulation of RELB (maximum fold change of 7.4) was more significant than that of RELA (maximum fold change of 6.5), but also RELB had higher transcriptional levels than RELA. BCL3, a transcriptional coactivator of NF-κB homodimer p50/p50 and p52/p52 [51], was upregulated at 4 and 96 hours.

**Figure 3:**
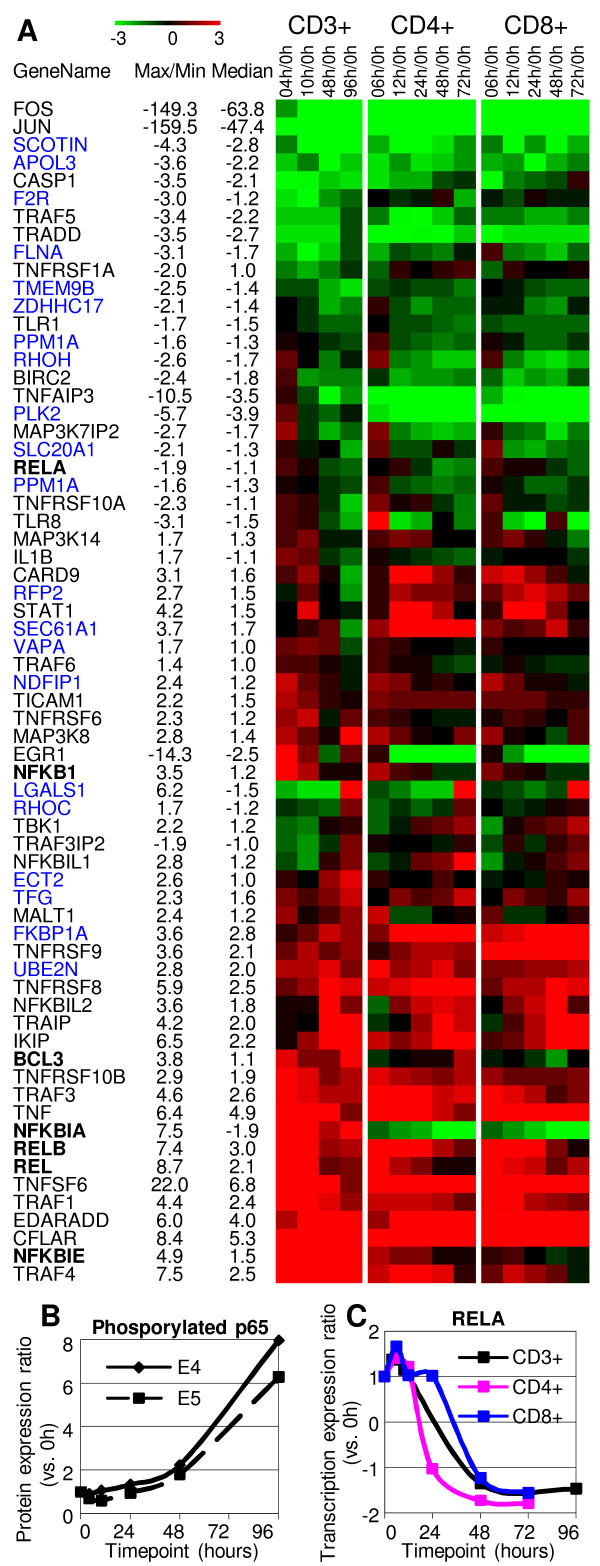
**Significantly regulated genes in NF-κB signalling pathway**. **(A) **Expression profiles of genes involved in NF-κB signalling pathway. Color denotes degree of differential expression compared to 0 hour (saturated red = 3-fold up-regulation, saturated green = 3-fold down-regulation, black = unchanged, gray = no data available). Expression data shown are averages from three independent biological experiments for each T-cell population. The median ratio, along with the maximum (for up-regulated genes) or minimum (for down-regulated genes) ratio of stimulated T cells at each timepoint (with respect to the expression of 0 hour) is provided (a negative value represents down-regulation). Genes, whose transcription can induce the activation of the NF-κB complex, identified in a large scale screening study [60] were shown in blue. **(B) **Protein expression profile of phosphorylated p65 of NF-κB complex. CD3+ T cells were selected, stimulated (with anti-CD3/anti-CD28 antibodies), cultured and harvested at the indicated timepoints of culture to analyze the protein expression by flow cytometric assays. Data from two independent experiments, E4 and E5, are shown. **(C) **The transcriptional pattern of RELA in all three populations (CD3+, CD4+ and CD8+).

**Figure 4:**
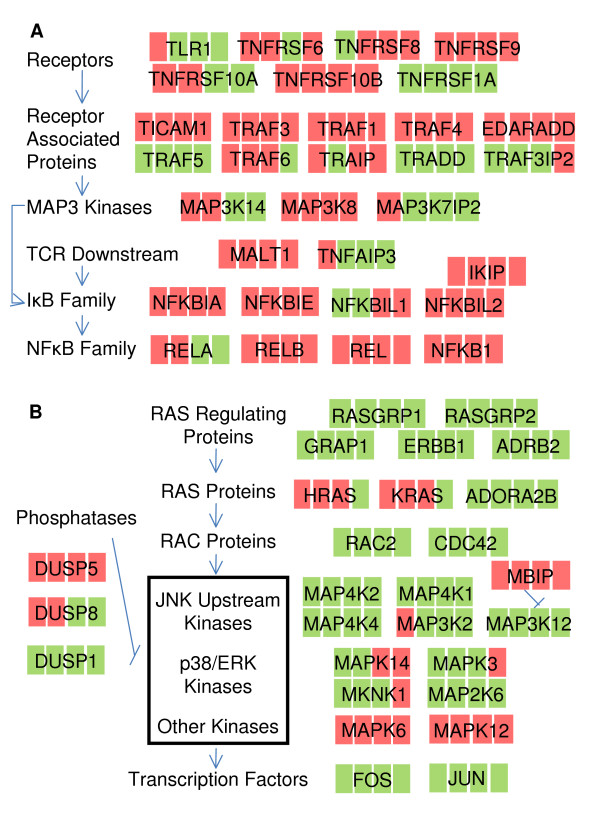
**Pathway schematic of significantly regulated genes in (A) NF-κB signalling and (B) MAP kinase signalling**. Membership was manually determined from the corresponding gene pages in NCBI [18] and references therein. The regulation of gene transcription in CD3+ T cells, compared to 0 hour, is denoted by different color (green: downregulation, red: upregulation) at each timepoint in the sequence of 4, 10, 48 and 96 hours.

TLR1 (toll-like receptor) and TICAM1 (toll-like receptor adaptor), which promote activation of the NF-κB complex [52], showed decreased expression at 48–96 hours, suggesting that this upstream activation cascade of the NF-κB complex might not be active during early T-cell proliferation. Also involved in NF-κB complex activity regulation, members of the TNF receptor super family (TNFRSF6, -8, -9, -10A, and -10B), their associated proteins (TRAF1, -3, -4 and -6, EDARADD (ectodysplasin A receptor-associated)) and TRAF interacting protein (TRAIP) showed increased expression. 

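TLR1 changed by -0.33 at 48 h and -0.36 at 72 h in CD4+ T cells (SE 0.10, adjusted p = 0.0161 from limma at 72 h). TICAM1 changed by -0.35 at 48 h, past the threshold, and -0.19 at 72 h, not past it, but by 0.12 at 48 h with the ratios centred on the median. Without donor 2 none of the 5 changes past the threshold for both genes was past it.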

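EDARADD, which the paper also names, was higher in CD4+ T cells at every time point, by up to 2.87 at 12 h (SE 0.20). Its other probe, well above background on 14 of 37 arrays, changed by 0.07 to 0.12. TRAIP changed by -0.27 at 6 h, not past the threshold, and was higher by 1.14 (SE 0.18, limma adjusted p = 0.000413) at 48 h and 1.04 at 72 h. The other probe for TRAIP, well above background on all 37 arrays, changed by 0.25 at 48 h and 0.2 at 72 h.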

TNFRSF-10A, -10B, TRAF1, -3, and -6 were upregulated at 4–10 hours and TRAIP, which inhibits the TRAF-mediated NF-κB activation [53], was upregulated at 48–96 hours. This orchestrated gene expression regulation suggests that the TRAF-mediated upstream signalling of NF-κB activation is active at 4–10 hours. Furthermore, the early upregulation of MAP3 Kinases (MAP3K14, MAP3K8, MAP3K7IP2) supports the early involvement of the TNF receptor pathway since MAP3 Kinases activate IκB kinases recruited by TRAFs to the TNF receptor complex [54]. In contrast, TNFRSF1A, TRADD (TNFRSF1A-associated via death domain) and TRAF5 were downregulated, suggesting that the reported TNFRSF1A-TRADD-TRAF2 cascade [55] and TRAF5 mediated cascade [56], regulating the activation of NF-κB complex, might not be active in T-cell activation.

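MAP3K14 changed by 0.56 at 6 h, not past the threshold, and 0.82 (SE 0.16, limma adjusted p = 0.00303) at 12 h in CD4+ T cells. MAP3K8 changed by 0.25 at 6 h and 0.21 at 12 h and was past the threshold at 72 h alone, by 0.33. MAP3K7IP2 changed by 0.64 at 6 h, not past it, and fell by 0.85 at 24 h. None of the 6 changes past the threshold stayed past it under every alternative, and without donor 3 all were lost.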

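TRAF5 changed by -0.84, -1.22, -1.28, -1.09 and -0.55 at 6, 12, 24, 48 and 72 h in CD4+ T cells, each past the threshold, with an adjusted p of 0.000295 from limma at 24 h. Under every alternative, 2 of the 5 stayed past it.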

TCR specific signalling protein MALT1 (through the CARD11-BCL10-MALT1 complex) was recently reported to be required for optimal NF-κB activation through proteolysis of the NF-κB inhibitor TNFAIP3 [57,58]. However the transcriptional regulation of MALT1 and TNFAIP3 in T-cell activation has not been reported. Our microarray data demonstrated that MALT1 was upregulated at 4 and 96 hours, and TNFAIP3 was upregulated at 4 hours and downregulated at 10–96 hours. CARD11 and BCL10 were not identified as significantly regulated, however. 

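TNFAIP3 was lower in the CD4+ T cells at every time point, -1.57 at 6 h and -2.65 (SE 0.27, limma adjusted p = 2.01e-05) at 48 h. MALT1 changed by 0.76 at 6 h, past the threshold, and by 0.16 at 72 h, not past it. BCL10 was higher by 0.86, 0.74 and 0.47 at 6, 12 and 24 h, past the threshold, with an adjusted p of 0.00301 over the time course in limma's F test. CARD9 was higher by 1.48 at 12 h and changed by 0.71 at 6 h, not past it. The other CARD9 probe, well above background on all 37 arrays, changed by 0.17 at 12 h and 0.15 at 6 h. For the 4 genes, 5 of 12 changes past the threshold stayed past it under every alternative.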

CARD9, the equivalent gene of CARD11 in dendritic cells [59], was upregulated at 4 and 10 hours, suggesting its involvement in T-cell activation.

Matsuda et al. identified genes whose transcription can induce the activation of the NF-κB complex by introducing cDNA clones of full-length human cDNA libraries to HEK 293 cells [60]. Our microarray data demonstrated that several of these genes were significantly regulated with different transcription patterns (gene names shown in blue in Figure 3A). Some of these genes were upregulated, such as UBE2N, ECT2, TFG, and FKBP1A; while others were downregulated, such as SCOTIN, APOL3 and FLNA. 

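Among the genes that the paper lists here as upregulated, UBE2N was higher in CD4+ T cells by 0.88 to 1.14, FKBP1A by 0.66 to 1.39 and TFG, with complete values in 2 donors, by 0.51 to 0.76. By its other probe UBE2N changed by 0.2 to 0.53. ECT2 changed by -0.03 to 0.20 and was not past the threshold at any time point. The change in SCOTIN was -1.43 (SE 0.18, limma adjusted p = 0.000147) at 12 h, and that in APOL3 was -1.08 at 24 h. No change in FLNA was past the threshold, from -0.27 to 0.17. Of 21 changes past it for these 7 genes, 6 stayed past it under every alternative.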

Two NF-κB inhibitor-like proteins (NFKBIL1 and NFKBIL2), whose function has not been determined, were significantly upregulated at 96 hours and 48 hours respectively, suggesting that they are involved in early T-cell proliferation and late T-cell activation, respectively.

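NFKBIL2 was higher in the CD4+ T cells by 0.87 (SE 0.15, limma adjusted p = 0.000697) at 48 h, and NFKBIL1 by 0.64 at 72 h, the last CD4+ time point. At 0 h both were well above background on 3 of 4 arrays. Without donor 3, 4 of 5 changes past the threshold were lost.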

Some genes (EGR1, NFKBIA and NFKBIE) had significantly different expression patterns in CD4+ and CD8+ T cells compared to CD3+ T cells. 

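EGR1 changed by -0.07 at 6 h in CD4+ T cells, not past the threshold, and changed by -3.36 (SE 0.34, limma adjusted p = 1.8e-05) at 48 h, in 3 of 3 donors.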

NFKBIA and NFKBIE are inhibitors of REL proteins, and EGR1 has been reported to inhibit the activity of RELA [61]. It is possible that the communication between CD4+ and CD8+ T cells may affect the activation of the NF-κB complex. Activation of the NF-κB complex is further supported by the significant regulation of many target genes, whose transcription is regulated by NF-κB complex upon anti-CD3/anti-CD28 stimulation (Additional file 1). Interestingly, some of these target genes showed higher expression in resting T cells.

### MAP kinase signalling

Mitogen-activated protein (MAP) kinases are important signalling mediators in regulation of apoptosis, including the anti-apoptotic ERKs, the anti-/pro-apoptotic c-Jun N-terminal kinases (JNKs), and anti-/pro-apoptotic p38-MAPKs. Yet the mechanisms as to how these MAP kinases regulate apoptosis remain controversial [62]. It has been suggested that the three main mammalian cell MAP kinase cascades, JNK, p38 and ERK, are essential for T-cell functions [63,64]. However, the temporal regulation of these MAP kinase cascades in T-cell activation remains largely unexplored. Thus, we focused on the significantly regulated genes involved in MAP kinase signalling pathway (Figure 4B and Figure 5). 

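HRAS was higher in CD4+ T cells by 0.65, 0.85 and 0.83 at 12, 24 and 48 h, past the threshold. NRAS was higher by 0.38 to 0.76 at all time points, with an adjusted p of 0.000985 from limma at 12 h. The changes in ADORA2B were 0.19, 0.30, 0.20, 0.28 and 0.32 at 6, 12, 24, 48 and 72 h, past the threshold at 12, 48 and 72 h, and the one at 48 h was -0.01 with the ratios centred on the median. Of 11 changes past the threshold, 1 stayed past it under every alternative.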

A few genes of the RAS family and RAS regulating protein were upregulated upon anti-CD3/anti-CD28 T-cell stimulation, including HRAS (at 10–48 hours), KRAS (at 4 hours), NRAS (at 4–96 hours) and ADORA2B (at 4–96 hours). HRAS, KRAS and NRAS have been reported to be activated shortly after TCR stimulation [65], however the regulation of their expression (either at the transcriptional or protein level) has not been reported. ADORA2B reportedly regulates ERK and p38 MAP kinase cascades in mast cells [66], but its function in T cells is not known. Contrary to upregulated RAS genes, several upstream RAS regulating proteins (RASGRP1, -2, ADRB2, GRAP, ERBB2) showed higher expression in resting T cells (Figure 5A). 

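RASGRP2 changed in CD4+ T cells by -4.62 (SE 0.32, limma adjusted p = 1.14e-06) at 48 h, and RASGRP1 by -1.44 at 24 h. GRAP changed by -0.89 at 12 h, past the threshold. The other probes changed by -0.33 for RASGRP1 at 24 h and by -0.08 for GRAP at 12 h. No change in ERBB2 was past it, from -0.31 to -0.16. Of 11 changes past the threshold, 6 were lost without donor 2.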

The downregulation of RASGRP1 and GRAP does not correlate with their reportedly positive roles in T-cell receptor signalling [67,68]. Little is known about RASGRP2, ADRB2, and ERBB2 in the context of T-cell activation. Contrary to the reported activation of RAC proteins CDC42 and RAC2 [69,70] in T-cell activation, here we found that their transcription was downregulated.

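CDC42 changed by -0.11, -0.75, -0.58, -0.76 and -0.70 at 6, 12, 24, 48 and 72 h in the CD4+ T cells, past the threshold from 12 h, but by 0.11 at 72 h with the ratios centred on the median. RAC2 was lower at 6 h, -1.05 (SE 0.22, limma adjusted p = 0.00802), and no later change was past the threshold, with 0.49 at 72 h. Without donor 2, all 5 calls were lost.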

**Figure 5:**
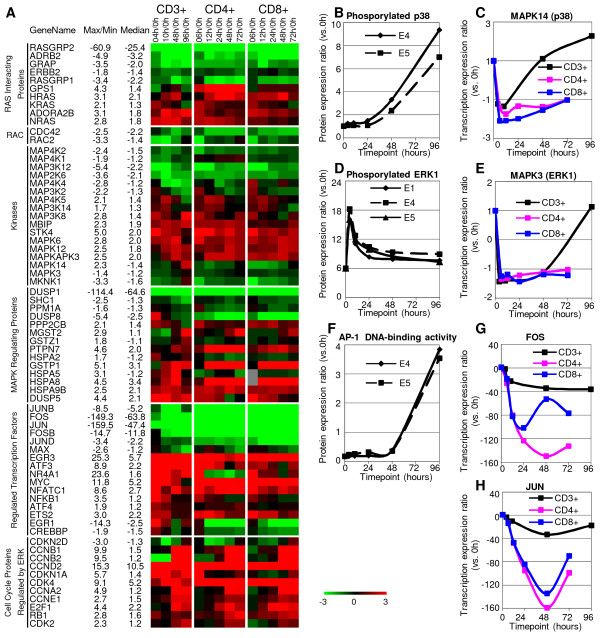
**Significantly regulated genes involved in MAP kinase signalling**. **(A) **Expression profiles of genes that belong to the list of MAP kinase pathways. Color denotes degree of differential expression compared to 0 hour (saturated red = 3-fold up-regulation, saturated green = 3-fold down-regulation, black = unchanged, gray = no data available). Expression data shown are averages from three independent biological experiments for each T-cell population. The median ratio, along with the maximum (for up-regulated genes) or minimum (for down-regulated genes) ratio of stimulated T cells at each timepoint (with respect to the expression of 0 hour) is provided (a negative value represents down-regulation). **(B) **Protein expression profiles of phosphorylated p38 and of **(D) **phosphorylated ERK1 agree with the late transcription upregulation of MAPK8 and MAPK3. CD3+ T cells were selected, stimulated (with anti-CD3/anti-CD28 antibodies), cultured and harvested at the indicated timepoints of culture to analyse the protein expression by flow cytometric assays. Data from two independent experiments, E4 and E5, are shown. **(F) **DNA-binding activity profile of transcription factor AP-1 captured the immediate and transient activation of AP-1 in T-cell activation. CD3+ T cells were selected, stimulated (with anti-CD3/anti-CD28 antibodies), cultured and harvested at the indicated timepoints of culture. Data from three independent experiments, E1, E4 and E5, are shown. **(C)**, **(E), (G) **and **(H) **demonstrated the transcriptional patterns of MAPK14 (p38), MAPK3 (ERK1), FOS and JUN (the two major components if AP-1) in all three populations (CD3+, CD4+ and CD8+).

Several kinases in the MAP kinase signalling pathway were differentially expressed. 

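MAP4K4 was higher in CD4+ T cells at 6 h, by 0.96 (SE 0.12, limma adjusted p = 0.000232), and lower from 12 h, with -0.73 at 24 h. Its other probe, well above background on 28 of 37 arrays, changed by 0.24 at 6 h and -0.16 at 24 h. MAP4K2 changed by -0.64 at 6 h, past the threshold, and MAP3K12 by -0.37 at 12 h. At 6 h MAP3K12 was not well above background in Cy3 on any of 5 arrays, against 4 of 4 at 0 h, a bound of at least 1.27-fold lower that stays open to dye bias without dye swaps. No change in MAP4K1 or MAP3K2 was past the threshold; the largest for MAP3K2 was -0.58 at 48 h. MBIP was higher by 0.82 at 12 h. Of 12 changes past the threshold for the 6 genes, 7 were lost without donor 2.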

A few kinases upstream of the JNK cascade (MAP4K2 [71], MAP4K1 [72], MAP3K12 [73], MAP4K4 [74], MAP3K2 [75]) were downregulated, and MBIP (MAP3K12 binding inhibitory protein), which inhibits the MAP3K12 mediated JNK activation [76], was upregulated, suggesting that the JNK cascade might not be active at 4–96 hours. 

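MAPK14 changed by -0.44, -0.44, -0.25, -0.26 and 0.07 at 6, 12, 24, 48 and 72 h in the CD4+ T cells, past the threshold at 12 h alone (SE 0.12, adjusted p = 0.0164 from limma). No change in MAPK3 was past it, and they ran from -0.33 at 12 h to -0.06 at 72 h. MKNK1 was lower at 6 h (-1.12) and 12 h (-0.59) and changed by -0.15 at 72 h, not past the threshold. MAP2K6 stayed lower than at 0 h throughout, with -0.68 at 48 h and -0.55 at 72 h, both past the threshold. Of 8 changes past the threshold for the 4 genes, 1 stayed past it under every alternative, with 7 lost without donor 2, 5 without donor 3 and 5 with the ratios centred on the median.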

MAPK14 (p38), MAPK3 (ERK1), MKNK1 (the interacting protein of both p38 and ERK1 [77]) and MAP2K6 (p38 specific MAP kinase kinase [78]) displayed similar regulation patterns: downregulated at 4–10 hours and then upregulated at 48–96 hours. The flow cytometric assays (sample flow cytometry histograms shown in Additional file 2.) of phosphorylated p38 and ERK1 confirmed their transcriptional patterns, namely that there was no significant increase of phosphorylated p38 until 24 hours and phosphorylated ERK1 until 48 hours, but large increases after that until 96 hours (Figure 5B and Figure 5D). Kinases involved in positive regulation of activity of the NF-κB complex, MAP3K14 [79] and MAP3K8 [80], showed increased expression at 4–10 hours which is consistent with expression patterns of several members of NF-κB and IκB family genes (Figure 3A). 

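MAPK6 was higher in CD4+ T cells at all 5 time points, by 1.15 (SE 0.15, limma adjusted p = 0.000423) at 6 h. The changes in MAPK12 were 0.37, 0.52, 0.52, 1.04 and 0.70 at 6, 12, 24, 48 and 72 h, past the threshold from 12 h. Of 9 changes past it, 4 stayed past it under every alternative.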

Two less examined kinases, MAPK6 and MAPK12, were mainly upregulated at 4–48 hours and at 10–96 hours respectively, suggesting that they are actively involved in T-cell activation.

Several MAP kinase regulating proteins were also differentially expressed upon anti-CD3/anti-CD28 activation of T cells. Members of the dual specificity phosphatase family, negatively regulating members of the MAP kinase family, show different expression patterns. DUSP1, able to inactivate ERK1, JNK and p38 [81], was significantly downregulated throughout. In contrast, DUSP5, specific inhibitor of ERK1 [82], was strongly upregulated at 4–10 hours and decreased thereafter in concert with the upregulation of ERK1 at 48–96 hours at both the transcriptional and protein level (Figure 5A and Figure 5C). 

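DUSP1 changed in the CD4+ T cells by -3.84, -5.34, -5.56, -5.66 and -5.48 at 6, 12, 24, 48 and 72 h, each past the threshold, in every donor measured. DUSP5 was higher by 1.19 at 6 h, 1.24 (SE 0.15, limma adjusted p = 7.02e-05) at 12 h and 0.75 at 24 h, and changed by 0.00 at 48 h. DUSP8 changed by -1.13 at 48 h and -0.99 at 72 h, both past the threshold, and by -0.25 at 6 h, not past it. The other DUSP8 probe was well above background on 2 of 37 arrays. For the 3 genes, 6 of 11 changes past the threshold stayed past it under every alternative.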

DUSP8, of which little is known, was significantly upregulated at 4 hours and then downregulated at 48–96 hours, which is opposite to the transcriptional pattern of MAPK14 and MAPK3. 

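FOS changed by -3.97, -5.68, -6.19, -6.29 and -6.03 at 6, 12, 24, 48 and 72 h in the CD4+ T cells, with SEs of 0.21 to 0.23 and an adjusted p of 9.34e-09 from limma at 48 h. The changes in JUN were -3.39, -5.09, -5.88, -6.47 and -5.97 at 6, 12, 24, 48 and 72 h, with SEs of 0.50 to 0.57. Both were lower than at 0 h in every donor measured at each time point, and all 10 changes stayed past the threshold under every alternative. FOS had the largest decrease of all genes tested at 6, 12, 24 and 72 h among those that changed the same way in every donor, and JUN at 48 h. At 0 h and later, both probes were well above background on all arrays of Cy3.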

Some transcription factors regulated by MAP kinase pathway were downregulated, and most intensely so were FOS and JUN. FOS and JUN proteins are the main components of the transcription factor complex AP-1. AP-1 has been reported to be quickly activated in response to T-cell activation [83], which is contradictory to the significant downregulation of FOS and JUN. The temporal activity of AP-1 in T-cell activation is not known. Thus, we examined the DNA-binding activity of AP-1, which rapidly increased within 4 hours and then rapidly decreased (Figure 5D). It is possible that FOS and JUN were immediately and transiently regulated upon anti-CD3/anti-CD8 stimulation, and that their upregulation was not captured by our first timepoint following T-cell activation.

## Discussion

In this work, we sought to improve our understanding of regulation of apoptosis in T-cell activation. We approached this problem by analysing global, temporal microarray data from ex vivo CD3+, CD4+ and CD8+ T-cell cultures, and leveraging Gene Ontology associations and prior knowledge. This approach extended our knowledge base in three ways: we presented detailed kinetic gene expression information on genes with previously hypothesized or presumed important roles in apoptosis; we identified a new set of genes not previously associated with T-cell activation; and, we integrated and connected the previous knowledge with temporal transcription profiles to build a more comprehensive picture of regulation of apoptosis in T-cell activation. Gene expression data were further explored by examining protein expression (active form/phosphorylated form) and functional activity levels as a first assessment of their functional role.

Genome-scale transcription profiling provides the opportunity to more holistically evaluate the regulation of a group of genes, of the same family, or with analogous functions, or associated in specific pathways. Composed of several members, the BCL2 family proteins are key players in regulation of apoptosis. BCL2, BAX, BAK have been reported to play important roles in apoptosis post activation in T cells [4]. Knockout of pro-apoptotic BBC3 and PMAIP1 decreased DNA damage-induced apoptosis in mice fibroblasts, but only loss of BBC3 protected lymphocytes from cell death [84]. However, the function and transcriptional regulation of most of the BCL2 family members and their regulatory proteins remain unexplored in T-cell activation. Our data suggest the distinct stages that BCL2 family members are involved in the process of T-cell activation, thus providing directions for future studies. For instance, validated by protein abundance assays (Figure 2A and 2B), the functions of continuously upregulated BCL2A1 and dynamically regulated BBC3 deserve further studies in T-cell activation. The synchronized early transcriptional upregulation of MCL1 and its inhibitory interacting proteins PMAIP1 [24] and BMF [85] imply their involvement in T-cell activation quickly upon TCR ligation.

In typical apoptosis signalling, CASP9 is activated first, which leads to activation of downstream effectors CASP3, and CASP6. Here, CASP3 was upregulated (at both the transcriptional and protein levels) by 48 hours, compared to the upregulation of CASP9 only at 96 hours. These findings suggest that active CASP3 protein might have a different role in T-cell activation and thus its activity might be regulated by other proteins, such as HSPE1 and HSPD1 (Figure 1A), rather than CASP9. Surprisingly, the well-known AICD receptor, TNFRSF6 (FAS), was upregulated at 4–10 hours, suggesting the involvement of FAS immediately upon T-cell activation.

Our data show that numerous significantly regulated genes associated with apoptosis are involved in NF-κB signalling pathway and MAP kinase signalling pathway. Supported by the increase of phosphorylated p65 at 48–96 hours (Figure 3B), the simultaneous upregulation of NF-κB family genes (REL, RELA, and RELB) and IκB family genes (NFKBIA, NFKBIE and NFKB1) at 48–96 hours (Figure 3A) suggests that multiple versions of the NF-κB dimmer complex are active during this time period in our experiments. Lack of early detection of phosphorylated p65 that multiple versions of the NF-κB dimmer complex are active during this time period in our experiments could be the result of the strong upregulation of NFKBIA at 4–10 hours. It is also possible that p65 might immediately and transiently become activated, and then quickly deactivated within 4 hours, our first timepoint. Of note, IKIP (IκB kinase interacting protein) was significantly upregulated at 48–96 hours (Figure 3A). To date, the function of IKIP remains unknown. Its transcriptional kinetics suggests that it might have a positive role in NF-κB activity regulation.

Validated by the increase of phosphorylated p38 and ERK1 at 24–96 hours and 48–96 hours, respectively, as measured by flow cytometry assays (Figure 5B and Figure 5C), the similar transcriptional patterns of MAPK14 (p38), MAPK3 (ERK1), MKNK1 (the interacting protein of both MAPK14 and MAPK3 [77]) and MAP2K6 (p38 specific MAP kinase kinase [78]) (downregulated at 4–10 hours and then upregulated at 48–96 hours) suggest that cascades of p38 and ERK1, but not JNK, are synergistically activated during late T-cell activation and early proliferation. Activity of transcription factor AP-1, mostly regulated by JNK and p38 cascades [86], increased immediately, but only transiently, upon anti-CD3/anti-CD28 stimulation, suggesting a potentially rapid but transient activation of JNK and p38 cascades in T-cell activation. Significantly, there was no activity increase of AP-1 at 48–96 hours, in contrast to the increase of phosphorylated p65. It has been suggested that MAP kinases have different roles in CD4+ and CD8+ T cells [87]. However most of the significant regulated genes in MAP kinase signalling pathway shared similar expression patterns between the CD4+ and CD8+ subsets. It is possible that the MAP kinase signalling pathway is regulated similarly between the two subsets in the context of T-cell activation. It is also possible that the MAP kinases might function differently due to regulation at protein level.

T-cell activation using bead-conjugated-anti-CD3/anti-CD28 antibodies is an established state-of-the art method [88] for both fundamental studies, such as gene-expression profiling [6,89], as well as for clinical immunotherapy applications [90]. It provides both the stimulatory and costimulatory signals [91,92] and the physical contact, in place of APCs [93], and as such it is assumed to mimic the in vivo situation. Consistent with that assumption, and for well-established genes partaking in the T-cell activation process, our data are consistent with the large body of literature (a good fraction of which comes from in vivo studies) on T-cell activation.

## Conclusion

Our study captured novel temporal patterns of previously known but many novel, in the context of T-cell activation, genes ontologically classified under the term 'regulation of apoptosis'. These patterns were reproducibly and robustly identified as donor independent. Comprehensively integrating previous knowledge, we identified novel significant genes associated with regulation of apoptosis in T cells, as well as with NF-κB and MAPK signalling pathways. This study improves our understanding of the biology and the underlying regulation mechanisms of apoptosis in T-cell activation in the natural CD3+ population, as well as in the CD4+ and CD8+ subsets.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

MW and DW carried out the culture experiments and performed the microarray experiments. MW analysed the microarray data and wrote the manuscript with assistance from EP. MW and EP conceived, designed, and coordinated the study.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

## Supplementary Material

Additional file 1 **Expression profile of NF-κB target genes in T-cell activation of the three (CD3+, CD4+ and CD8+) populations.** Hierarchical clustering (Euclidean distance metric) shows the temporal expression. Color denotes degree of differential expression compared to 0 hour (saturated red = 3-fold up-regulation, saturated green = 3-fold down-regulation, black = unchanged, gray = no data available). Expression data shown are averages from three independent biological experiments for each T-cell population. The median ratio, along with the maximum (for up-regulated genes) or minimum (for down-regulated genes) ratio of stimulated T cells at each timepoint (with respect to the expression of 0 hour) is provided (a negative value represents down-regulation). Click here for file

Additional file 2 **Flow cytometry histograms, at 0 hour and 96 hours in CD3+ population.** Representative (CD3+ experiment, E4) flow cytometry histograms, at 0 hour and 96 hours, of BCL2A1, BBC3, active CASP3, phosphorylated p65, phosphorylated p38 and phosphorylated ERK1. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

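Gene expression was measured in CD4+ T cells of 3 donors on 37 2-colour Agilent 60-mer arrays of 22153 spots, with the T-cell sample in Cy3 and a thymus RNA reference in Cy5 on every array and no dye swap. Samples were taken at 0 h (4 arrays) and at 6, 12, 24, 48 and 72 h after stimulation (5, 6, 8, 6 and 8 arrays), and donor 1 has no 6 h array. The CD3+ and CD8+ experiments, the flow cytometry and the AP-1 assay were not analysed here. Some genes that the paper names are not reported here.

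For each array the authors deposited the scanner intensity of each spot and its local background in both channels, signals that the scanner software had background-corrected and dye-normalized, and their log10 ratio of reference over sample. The authors deposited in addition a table of values for the same arrays that are natural log ratios, made from the scanner values by the authors before they were deposited. The columns of that table were set against the log2 ratios of the processed signals, over unsaturated spots with a mean signal over 500 in both channels. They had a correlation of 0.952 to 0.998 and a ratio of standard deviations with a median of 0.695, close to the natural log of 2 (0.693). The values of the table were therefore read as the natural log of sample over reference and divided by 0.693 where used as an alternative. The gene names are those of the array files. The 20173 probes carry 18535 names, and 2397 probes are without a gene symbol; PYCARD is listed as ASC, for example.

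Intensities were processed with R 4.3.3 and limma 3.58.1. The mean signal of each spot was corrected for the median local background by normexp with an offset of 50, 1080 control spots were then left out, the log ratios were normalized by loess within each array, spots marked as outliers by the scanner software were set to missing, and spots of a probe were averaged. No normalization between arrays was applied. Saturated spots were kept. Probes well above background on at least 0.5 of the arrays of one time point were kept, 19895 in all, and a gene with several probes was represented by the brightest, which gave 18297 genes. Among the 117 genes of the paper, 18 had several probes, and for BBC3 and BCL2 the other probe went the other way at a time point where both moved by at least 0.5. A bound was given where a probe was well above background on no array of 1 of the time points compared.

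Arrays of one culture were averaged, then the cultures of one donor at one time point, giving 17 values. The time course was tested with limma's moderated F test without a donor block, as the methods group samples by time point regardless of donor, at an adjusted p under 0.01. Single time points were compared with 0 h with the donor as a block, at an adjusted p under 0.05. The donors pair the samples, as each donor gave the 0 h and the later samples: deviations from the mean of a time point had correlations of -0.116 to 0.728 between samples of one donor, with a median of 0.342, against a median of -0.161 between donors. Cultures labelled with and without IL-2 were compared over 8 pairs from 12 h on in donors 2 and 3, with each donor and time point as a block. The 6 h arrays of cultures of donors 2 and 3 have labels that disagree on IL-2 and were left out of that comparison. Adjusted p-values are Benjamini-Hochberg.

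Named genes were 117 genes of the paper, all named in its text except IL2, which is drawn in Fig. 1, together with the 10 genes with the largest change at each time point among those past the threshold and changed the same way in every donor. Lists of marker genes for monocytes, B cells, NK cells, CD8 T cells and platelets, and of immediate early, heat shock and cell cycle genes, were set beside 10000 random lists of the same size matched on mean expression in 20 bins, and tested with limma's fry. The tests, the lists, the genes of the paper with their stated directions and the alternatives, apart from the software version and the extraction day, were set before the data were examined. The names under which the array files list PYCARD, TICAM1, TRAIP and IKIP were added afterwards from the annotation. The further transcripts of CD8+ T cells and NK cells set beside GZMB were chosen afterwards too. Where a sentence states a change at 4 to 10 h and then one the other way, as for 6 genes of the NF-κB and IκB families, MAPK14, MAPK3, MKNK1, MAP2K6, DUSP5 and CASP8AP2, only the early change was counted among the stated directions, and for TNFAIP3 and DUSP8, stated to be upregulated at 4 h first, only the later decrease. The scan date named among the alternatives was not used, and the extraction day of the arrays took its place once the files were at hand. The alternatives were the processed signals of the scanner software, no background correction, median centring in place of loess, Aquantile between arrays, the authors' series values, the sample channel alone, no filter and a stricter filter on dim probes, the mean of a gene's probes, cultures with or without IL-2 alone, each array as its own sample, the extraction day as a block, other donor blocks, other thresholds, multi-class SAM with 100 permutations, and leaving out each donor and each IL-2 time point. The software version as a block (32 arrays read by one version and 5 by another) was chosen after seeing the data. No arrays shared a slide, so slide was not tested. Of 13 extraction days, 11 held over 1 array. No extraction day held both a 0 h and a 6 h array, and each later time point shared a day with 0 h in 1 donor only. Day and time are thus partly confounded, and changes with the day as a block rest largely on links through other time points and donors.

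On data simulated for 18010 genes with 200 changed genes, the F test recovered 88% of the changed genes at a false share of 0.6%, and the comparison at 72 h recovered 96.5% with a false share of 6.8%. Multi-class SAM recovered 88% as well, with 1 false call among 177. For 17338 genes the IL-2 comparison recovered 93% of changes of 0.5 and 100% of changes of 1, with a false share of 7.7%.

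The signal limits what was measured. On the arrays, 84% to 98.7% of probes were well above background in Cy3 and 55.9% to 98.7% in Cy5.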

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

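The time point groups were checked for single arrays far from the others in 7 measures of array quality, 42 groups in all, of which chance alone would give about 5%. It was found in 5. At 24 h one array of donor 1 had 2248 spots marked as outliers by the scanner software, against 450 at most on the others, and at 72 h one array of donor 1 had 3461 against 258. At 6 h an array of donor 2 had 368 against 98. The 72 h array of donor 1 also had the lowest correlation between the authors' values and the scanner values, 0.952 against 0.983 or more. At 12 h an array of donor 2 had 92.9% of probes well above background in Cy3, against 94.1% or more. Marked spots were left out, so these arrays rest on fewer spots. Without donor 1 the genes past the threshold numbered 3280 at 24 h and 3253 at 72 h, against 4006 and 4442, so the counts do not rest mainly on donor 1. What caused the marked spots stays open, and no biological explanation was tested.

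The change from 0 h differed between 6 and 72 h, with both past the threshold in opposite directions, for 4 genes that the paper names. They were picked for opposite calls, so a test of the difference is bound to pass and adds no evidence. The change at 72 h minus that at 6 h was -3.65 for CD69, -1.3 for MAP4K4, -0.77 for TNFRSF10A and 0.86 for FAF1. MAP4K4 kept its call in 16 of 17 alternatives at 6 h and in 5 of 18 at 72 h, TNFRSF10A in 10 of 17 at 6 h and 13 of 18 at 72 h, FAF1 in 14 of 18 and 13 of 19, and CD69 in 11 of 18 at 6 h and all 19 at 72 h. Donor 1 has no 6 h array, so the 6 h values rest on donors 2 and 3. With the extraction day as a block, the changes at 6 and 72 h were 1.06 and -2.48 for CD69, 1.2 and -0.2 for MAP4K4, 0.3 and -0.36 for TNFRSF10A and -0.34 and 0.39 for FAF1. Their directions were kept, while only CD69 and FAF1 at 72 h and MAP4K4 at 6 h stayed past the threshold. No extraction day held both a 0 h and a 6 h array. The 6 h changes with this block therefore rest on links through other time points, and day and time are not cleanly separated. The count of genes past the threshold at 6 h was 1465 with the extraction day as a block. A biological reading through the time after stimulation stays open.

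Among the 10 genes with the largest change at each time point were TNFSF6, with 3.98 at 6 h, and IL2, with 4.26 at 6 h and 4.09 at 12 h, which the paper draws in Fig. 1 without naming them in its text and which were set apart. A further 12 that its text does not name were past the threshold and well above background on every array of that time point. KLF2 had -6.17 at 48 h and CXCR4 -4.44 at 48 h. ZBED2 had 5.86 at 72 h, TK1 4.71 at 72 h, TYMS 4.65 at 72 h, FABP5 4.61 at 48 h, EGR2 4.99 at 6 h, IFNG 4.88 at 6 h, NR4A3 4.47 at 6 h, IRF4 4.11 at 12 h, ICSBP1 4.00 at 24 h and CCL4 3.65 at 6 h. At 0 h CCL4 was well above background on 3 of 4 arrays. The design has no unstimulated culture, so activation and time in culture cannot be separated for these genes and no explanation was tested. In regroupings of the time points within donors, 1 of 100 splits gave as many genes over the time course as the real one, which was that one.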

How the results depend on the processing

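The software version as a block was chosen after seeing the data, and the extraction day as a block took the place of a planned scan date once the files were at hand. The other alternatives were chosen before.

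The F test over the time course gave 2499 genes. It gave 1424 with the sample channel alone, 910 with cultures without IL-2 only, which hold fewer donors, 3872 with the software version as a block, 3753 at an adjusted p under 0.05 and 4325 by multi-class SAM on all arrays as separate samples. Without single donors it gave 342 to 1604. With the donor as a replicate block it gave 3553 genes and multi-class SAM on donor values 3061, both within 1.5 times the count.

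The ratios centred on the median in place of loess gave 592, 1873 and 2488 genes at 6, 12 and 24 h, against 1827, 3732 and 4006. They gave 3503 genes at 48 h, against 4639. At 72 h they gave more, 5750 against 4442, with 3039 genes in both. They raised the share higher than at 0 h to 76.5% at 12 h, 83.3% at 24 h and 84.8% at 48 h, from 63.6%, 65.5% and 63.2%. The authors' series values lowered it to 54.8% at 24 h and 51.9% at 48 h, where the median change of all genes was -0.114 with them and -0.013 without, and the extraction day as a block raised it to 74.9% at 6 h. It was 81.7% at 6 h, 75.7% at 48 h and 77.3% at 72 h without donor 2, and 75% at 6 h without donor 3, against 62.5%, 63.2% and 63.9%. Cultures without IL-2 only gave 2590, 3084 and 2761 genes at 24, 48 and 72 h. At an adjusted p under 0.01 there were 976, 2322, 2541, 3065 and 2836 genes at 6, 12, 24, 48 and 72 h. Without single donors the counts were 448 to 1660, 1716 to 3254, 1960 to 3280, 2536 to 3918 and 2635 to 3253. With the extraction day as a block, 1465, 3433, 2824, 3842 and 3796 genes passed, and 3695 over the time course. Without the replicate block the counts were 1282, 2627, 2907, 3461 and 3163, within 1.5 times of those with it. The cause of these differences was not tested, apart from the stricter thresholds and the smaller numbers of donors.

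No gene passed the threshold for IL-2 under any alternative. For the change of the IL-2 difference with time, each array as its own sample gave 732 genes and the software version as a block 3, while the extraction day as a block gave 0; the cause was not tested. The median correlation of donors, 0.712, was 0.62 with the scanner software's processed signals, and 0.63 to 0.81 without single donors. The stated directions were met by 90 of 93 genes, by 77 of 93 with the ratios centred on the median, by 86 of 92 with the extraction day as a block, by 86 of 93 without donor 2, by 85 of 89 with the authors' series values and by 91 of 93 with the mean of a gene's probes.

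Of 336 changes past the threshold among 585 gene and time point pairs of the paper's genes, 147 stayed past it under every alternative that gives a value. The direction reversed for 6 of the 336, all with the ratios centred on the median: MCL1 0.03, CASP4 0.19 and CDC42 0.11 at 72 h, TICAM1 0.03 at 24 h and 0.12 at 48 h, and ADORA2B -0.01 at 48 h. FOSB of the immediate early list also reversed there, to 0.04, 0.06 and 0.27 at 24, 48 and 72 h, for its brighter probe. The other FOSB probe, outside the fit, fell by 3.55, 3.61 and 3.55 there. HSPA6 of the heat shock list had -0.52 at 72 h with the sample channel alone. Aquantile between arrays changes intensities but not ratios, so it moved nothing. Signal over background limits the reference channel most, as 55.9% of probes on the dimmest array were well above background in Cy5.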

Differences from the paper's values

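The folds in Fig. 2B, 2D, 3C, 5C, 5E, 5G and 5H were read by eye for CD4+ T cells and set beside the changes here, as folds from 0 h in which a negative sign means lower. Of 35 gene and time point pairs, 21 differed by no more than the SD between donors on the log2 scale and 14 by more or in sign. With the authors' series values divided by 0.693, 27 of 30 pairs were within that SD. These 30 leave out BBC3, for which the authors' series values gave no change, so they are not among its alternatives. The alternatives were set before the data were examined, except that the extraction day took the place of a planned scan date afterwards.

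For BBC3, at 12 h the paper's value is about -2.4 in Fig. 2D, and the value here is 2.19, with none of 17 alternatives within the SD. At 24 h the paper's value is about -3.4 in Fig. 2D, and the value here is 2.48, within the SD of it under the mean of a gene's probes and not under the others. At 48 h the paper's value is about -3.9 in Fig. 2D, and the value here is 1.85, with none of 17 alternatives within the SD. The brighter probe was saturated in Cy3 on 18 arrays. The other BBC3 probe, set beside the figure only after the values were seen, changed by -0.97, -1.41 and -1.61 on the log2 scale at 12, 24 and 48 h, against -1.26, -1.77 and -1.96 in the figure. Its spread between donors was not measured.

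For RELA, at 48 h the paper's value is about -1.7 in Fig. 3C, and the value here is -1.39, within the SD of it under the scanner software's processed signals, the authors' series values, the sample channel alone, cultures with IL-2, each array as its own sample, the extraction day as a block, without donor 1 and without donor 3 and not under the others. At 72 h the paper's value is about -1.8 in Fig. 3C, and the value here is -1.45, within the SD of it under the scanner software's processed signals, the authors' series values, each array as its own sample, without donor 3 and cultures without IL-2 and not under the others.

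For MAPK14, at 12 h the paper's value is about -1.7 in Fig. 5C, and the value here is -1.36, within the SD of it under the scanner software's processed signals, the authors' series values, without donor 1 and cultures without IL-2 and not under the others. At 48 h the paper's value is about -1.4 in Fig. 5C, and the value here is -1.2, with none of 18 alternatives within the SD. At 72 h the paper's value is about -1 in Fig. 5C, and the value here is 1.05, within the SD of it under the scanner software's processed signals, the authors' series values, cultures with IL-2 and without donor 1 and not under the others. A fold of -1 means no change. On the log2 scale the values at 72 h are 0 and 0.07, with an SD of 0.05. A fold read by eye cannot settle a gap of that size, so no difference is drawn from it.

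For FOS, at 6 h the paper's value is about -25 in Fig. 5G, and the value here is -15.7, with none of 17 alternatives within the SD. At 24 h the paper's value is about -120 in Fig. 5G, and the value here is -73, within the SD of it under the scanner software's processed signals, the authors' series values and cultures without IL-2 and not under the others. At 48 h the paper's value is about -150 in Fig. 5G, and the value here is -78.2, within the SD of it under the scanner software's processed signals, the authors' series values, the sample channel alone, without donor 1 and cultures without IL-2 and not under the others. At 72 h the paper's value is about -130 in Fig. 5G, and the value here is -65.3, within the SD of it under the scanner software's processed signals, the authors' series values, the sample channel alone and cultures without IL-2 and not under the others.

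For JUN, at 24 h the paper's value is about -95 in Fig. 5H, and the value here is -58.9, within the SD of it under the scanner software's processed signals, the authors' series values, the sample channel alone, the extraction day as a block, without donor 1 and without donor 3 and not under the others. At 48 h the paper's value is about -160 in Fig. 5H, and the value here is -88.6, within the SD of it under the scanner software's processed signals, the authors' series values and the sample channel alone and not under the others.

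By sign alone, the change had the stated direction for 90 of 93 genes, of which some lay near 0, and went against it for BCL2, TNFRSF1A and NFKBIA. The directions were drawn from these arrays among others, so the count is not independent evidence for them. The count takes 1 window per gene. For 6 genes of the NF-κB and IκB families, MAPK14, MAPK3, MKNK1, MAP2K6, DUSP5 and CASP8AP2, stated to change at 4 to 10 h and then the other way, only the early change was counted. TNFAIP3 and DUSP8, stated to be upregulated at 4 h and downregulated later, were counted for the later decrease, and had -1.57 and -0.25 at 6 h. BCL2, stated to fall late, had 0.36 at 48 h and 0.50 at 72 h by its brightest probe. It had -0.27 and -0.14 with the mean of its probes, and -0.35 at 48 h with the extraction day as a block. TNFRSF1A, stated to fall, had a mean change of 0.45 over the time points, and none of the alternatives brought the mean below 0. NFKBIA, stated to rise early, had -0.71 at 6 h and was lower than at 0 h under every alternative, and the paper states that its pattern in CD4+ T cells differs from that in CD3+ T cells. MAP2K6, counted for its stated early fall, is also stated to be upregulated at 48 to 96 h. It had -0.68 at 48 h and -0.55 at 72 h, against -0.65 at 6 h, and was lower than at 0 h under every alternative. BCL10, stated not to be significantly regulated, was past the threshold at 6, 12 and 24 h, with 0.86, 0.74 and 0.47. FADD, stated not to be upregulated with TNFRSF6 at 4 to 10 h, had 0.72 at 6 h, a call kept in 11 of 18 alternatives. Its call at 12 h, after that window, was kept in all 19, with changes from 1.18 to 1.47. TNFRSF6 had 0.2 at 6 h, not past the threshold. TICAM1, drawn as higher in CD4+ T cells in Fig. 3A although the text has it fall, had -0.35 at 48 h, and 0.12 with the ratios centred on the median. MAP4K4, stated to fall, had 0.96 at 6 h and a mean over the time points of -0.22.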

Other observations

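Some tests were chosen only after the result was seen: the split of the IL-2 labels for genes with an unadjusted p, the list and time point that stand for handling, monocytes and outgrowth, and the 14 transcripts set beside GZMB with the level that selected them. For GZMB the NK cell list at 72 h was taken first and the CD8 T cell list replaced it after the values of both lists were seen.

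Cultures with and without IL-2 did not differ for any of 18264 genes in limma over 8 pairs, at an adjusted p under 0.05. The smallest adjusted p was 0.21, the median absolute difference 0.05, and 2000 genes had an unadjusted p under 0.05. IL2 was -0.28 with IL-2 (SE 0.07, adjusted p = 0.335), lower in 8 of 8 pairs. With 0 genes past the threshold, 100 of 100 exchanges of the labels within pairs reach that count whatever the data, so the exchange tests nothing there. For genes with an unadjusted p under 0.05, which were 1869 of 17338 with complete values, as many as with the real labels were found in 5 of 100, so chance cannot be excluded. The difference changed with time for no gene, with 865 at an unadjusted p under 0.05. In simulated data the comparison found 93% of changes of 0.5.

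Regrouping the time points within each donor gave 2446 genes for the real order, out of 18010, and as many in 1 of 100 splits, the real one included, so chance can be excluded for the count over the time course. For 12, 24, 48 and 72 h against 0 h, the 3 donors give 4 splits, so that the share cannot fall under 0.05 and chance cannot be excluded by this test, although 1 of 4 splits, the real one, gave as many genes.

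FOS, JUN and DUSP1 fell after 0 h. Handling of the cells before the 0 h harvest may have raised immediate early genes. The immediate early list, without the genes the paper names, had medians of -0.02, -0.35, -0.39, -0.95 and -0.54 at 6, 12, 24, 48 and 72 h, at percentiles 17.26, 0.03, 0, 0 and 0 of matched random lists, while fry gave adjusted p-values of 0.0814 at 24 h, 0.00539 at 48 h and 0.0211 at 72 h. The heat shock list, with HSPA1A, HSPA8 and others, had 0.56, 0.60, 0.78, 0.45 and 0.39 at percentiles 98.92, 95.1, 96.98, 77.77 and 65.21, with a fry adjusted p of 0.125 at 24 h. It did not fall, as handling of both lists would need, but fry did not put its rise past 0.05 at any time point, and its percentile at 24 h was 80.78 with the authors' series values, which hold 4 of its 8 genes. Handling and activation cannot be told apart for FOS, JUN and DUSP1, because the design has no unstimulated culture at later times.

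CASP1, CASP4 and PYCARD fell after 0 h. Loss of contaminating monocytes might give such a fall. The monocyte list of 9 genes had medians of 0.05, -0.23, -0.21, -0.17 and -0.06, at percentiles 57.95, 2.67, 3.85, 10.69 and 34.04 of random lists, against -1.46 for PYCARD, -0.75 for CASP1 and -0.73 for CASP4 at 24 h. With the authors' series values it had -0.52 at 12 h and -0.59 at 48 h, at percentiles 0.54 and 1.15, where CASP1 had -0.95 and -0.62 and CASP4 -0.64 and -1.38. With the scanner software's processed signals it had -0.44 at 24 h, where CASP1 had -0.98 and CASP4 -0.8. Of its genes, LYZ lay at percentile 64 and S100A9 at percentile 18.5 of Cy3 levels at 0 h, and changed by -0.54 and -0.06 at 24 h. LYZ was past the threshold at 12 h, with -0.66. Wherever these genes were past the threshold, the list fell by less than they did under the same alternative. This argues against loss of monocytes as the cause of the whole fall there, without excluding it. Dim list genes such as CD14 and S100A9, at percentiles 22.6 and 18.5, can show little of a fall. FCER1G, FCN1 and TYROBP lay at 96.3, 88.6 and 87.4, and no list gene was past the threshold at 24 h. AIF1, outside the list, had -0.89 at 6 h, -2.1 to -0.92 at 12 h under the alternatives and 0.05 at 72 h. Whether AIF1 follows monocytes was not tested. Loss of monocytes stays open for part of the fall, and for CASP1 at 48 and 72 h. It also stays open for CASP4 at 12 h, which had -0.16 with the extraction day as a block against -0.39 for the list. A fall within the CD4+ T cells stays open and was not tested.

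GZMB rose after 0 h. CD8+ T cells or NK cells growing out in the CD4+ cultures could raise it. The CD8 T cell list of 3 genes had a median of 0.16 at 72 h, percentile 79.84, with CD8A at 0.16 and CD8B1 at 0.72, past the threshold, and the NK cell list of 7 genes had -0.04, percentile 38.24, with NCR1 at 0.61. At 12 h GZMB was already up by 3.37, with 0.19 for the CD8 T cell list and 0.01 for the NK cell list. Of 14 transcripts of CD8+ T cells and NK cells above the median Cy3 level at 0 h, CRTAM rose most at 12 h, by 0.72 (SE 0.12), and CD8B1 at 72 h, and the medians of the 14 were -0.23 and -0.17. NKG7 changed by 0.07 at 12 h and 0.69 at 72 h. These values argue against outgrowth as the cause of the whole rise at either time point. A smaller part at 72 h stays open, as CD8B1 rose and GZMH, below the median level at 0 h, changed by 2.00. Expression by the CD4+ T cells themselves, or a rise within other cells without outgrowth, stays open and was not tested.

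The B cell list had -0.24 at 12 h, percentile 0.59, and 0.11 at 72 h. The platelet list had -0.13 at 12 h, percentile 4.27, and 0.04 at 72 h. The cell cycle list had 2.20 at 48 h and 2.45 at 72 h, percentile 100 at both, with a fry adjusted p of 7.6e-07. With the scanner software's processed signals, to which no offset was added here, it had 2.75 and 3.05. Without background correction it had 2.19 and 2.41.

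Genes that the paper discusses only at time points of the CD3+ cultures, or as markers, had these values. BCL3 was -0.48 at 6 h and 1.18 at 72 h, the latter past the threshold. CD69 was 1.04 at 6 h and -2.61 at 72 h, IL2RA 1.78 at 6 h and 3.50 at 72 h, and IL2 4.26 at 6 h, with IL2 well above background at 0 h on 2 of 4 arrays.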
